A study of Mus musculus with 2 samples. Its data were reported in "Targeting cathepsin C ameliorates murine acetaminophen-induced liver injury" (2024).

How the data were processed

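Splenic RNA of male C57BL/6J mice was examined 30 h after an intraperitoneal injection of acetaminophen (APAP, 300 mg/kg) or of 0.9% NaCl as vehicle (ctrl). Per the labels and the methods of the study, RNA was isolated with trizol and digested with DNase I, RNA of the mice of each group was pooled in equal shares, and 1 library per pool was made with the MACE-kit v.2. Massive analysis of cDNA ends (MACE) sequences fragments next to the poly(A) tail, so that a transcript gives reads from its 3′ end and its count does not depend on its length. Globin RNA was not removed. The authors discarded duplicate reads by unique molecular identifiers, trimmed low-quality bases with cutadapt, clipped poly(A) tails and mapped the reads to the mouse genome build mm10. Transcripts were quantified with HTSeq, and DESeq2 was named for differential expression. Versions, the aligner, the gene annotation and the strand setting of the counting are not given in the sources used here.

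The table deposited by the authors holds 22791 genes with at least 1 read in either library, in 3 kinds of values. The raw counts per gene, deposited by the authors without normalisation, were used for every result. The values that the authors head as TPM equal the raw count divided by the library total on the CPM scale (largest difference 5.46e-12) and are therefore CPM, not divided by gene length. A further signal deposited by the authors is the raw count divided by 1 size factor per library. It equals the count over the DESeq2 size factor computed here (largest relative difference 5.13e-15) and is empty for the 3049 genes with 1 read in all. A further 3 columns hold means of both libraries and were not used. Of the genes, 21841 carry a symbol in the table and 950 only an identifier, and 21814 identifiers were found in the GENCODE M21 annotation of the same genome build, from which coordinates and overlaps of exons were taken.

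Library totals were 2735788 counts for ctrl and 2890947 for APAP, and 20436 and 20689 genes had at least 1 count. DESeq2 median-of-ratios size factors (DESeq2 1.42.0 under R 4.3.3) were 0.949 for ctrl and 1.05 for APAP, so that a raw ratio APAP/ctrl was divided by 1.11. For each gene the normalised ratio was given with an exact 95% interval derived from the Clopper-Pearson interval of the share of its reads in the APAP library (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, figures with matplotlib 3.10.9). A count of 0 allows up to 3 counts, which are 1.10 CPM in ctrl and 1.04 CPM in APAP. Intervals and these limits cover counting error only. They hold no variation between mice, pools or library preparations, since each group has 1 library, and no p-value is given.

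Before the data were examined, the following was fixed. The induction threshold of the study, a ratio above 3, was applied with counts of 0 set to 1 as in its methods, and mirrored in the other direction. No filter on low counts was applied, since none was found in the sources used here. A ratio of exactly 3 was not counted, with a tolerance of 1e-09 for rounding. A size rule asked for at least 20 counts over both libraries, a ratio of at least 2 in either direction and an interval that excludes 1. It was met or missed by each of the 12929 genes with 20 counts. There were 37 gene lists of cell types and responses with 565 different genes, of which 1, Gata2, stood in more than 1 list. For each list the median log2 ratio of members with at least 20 counts was set against 10000 random lists of the same size drawn from the same 20 bins of mean expression. The resulting percentile describes these 2 libraries. Genes named in the text were the 12 higher and 12 lower genes that met the size rule with the interval bound nearest to 1 farthest from it, 10 genes that the study measured, and for each list up to 4 members that met the rule, or the 2 members with the most counts where none did. Immunoglobulin and T cell receptor segments, genes with clone or model names, pseudogene names and identifiers without a symbol were left out of the naming, which concerned 23 of the higher and 31 of the lower genes. Other genes are named as chosen after their values were seen.

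Alternatives to the DESeq2 factors were library totals, TMM factors (edgeR 4.0.16), the upper quartile and library totals without haemoglobin and immunoglobulin genes. Other minimum counts, other size thresholds and other ways to treat counts of 0 were tried as well. Chosen after seeing the data were counts restricted to protein-coding genes, counts without a set of 77 pancreas genes and library totals without that set. The rules were tested on simulated data, with Poisson counts drawn for all genes at the observed levels and 200 genes altered by known folds. The size rule recovered 26 of 50 genes altered 2-fold, a fold that lies at its own threshold, 48 of 50 altered 3-fold and 50 of 50 altered 4-fold. Of 12734 unaltered genes with 20 simulated counts, 56 met it as higher and 40 as lower. The true ratio lay within the interval for 95.9% of 12933 genes.

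Reads of near-identical genes cannot be assigned with certainty. This concerns the trypsinogen, amylase, Reg, Mup and haemoglobin families, and rows annotated as pseudogenes took 14.3% of the counts in ctrl and 15.0% in APAP. Values of single members of these families are uncertain. Where exons of a gene overlap those of another gene on the opposite strand, as for Prtn3 with Plppr3 and Mpo with Gm11505, reads of both may be mixed.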

Results

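Splenic mRNA of APAP-intoxicated and of vehicle-treated mice (ctrl) was profiled by 3′mRNA sequencing at 30 h. Each group was represented by 1 library made from RNA pooled over its mice, with 2735788 counts for ctrl and 2890947 for APAP. Differences between both libraries therefore have no replicate check, and the intervals given are 95% intervals of counting error. The question was which genes, in particular those of acute inflammation, differ in the spleen while the injured liver passes towards resolution. Ratios are normalised counts of APAP over ctrl.

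In the APAP library, mRNA of neutrophil granule proteins was higher, among them lactoferrin (Ltf, ratio 3.55, interval 2.79 to 4.56), neutrophilic granule protein (Ngp, 3.17, 2.74 to 3.69) and the neutrophil serine proteases (NSPs). Genes of red pulp macrophages were higher by a smaller margin but in a uniform direction, with all 19 measured genes above 1 and a median ratio of 1.41. T cell genes were lower, with 20 of 21 below 1 and a median ratio of 0.747, as were NK cell genes, with 12 of 13 below 1 and a median of 0.655. The list that stood farthest apart was that of pancreas genes, and all 21 measured genes of the list were lower in the APAP library with a median ratio of 0.303. The size rule was met by 180 genes higher in APAP and 217 genes lower, of 12929 genes with at least 20 counts.

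**Figure D1:**
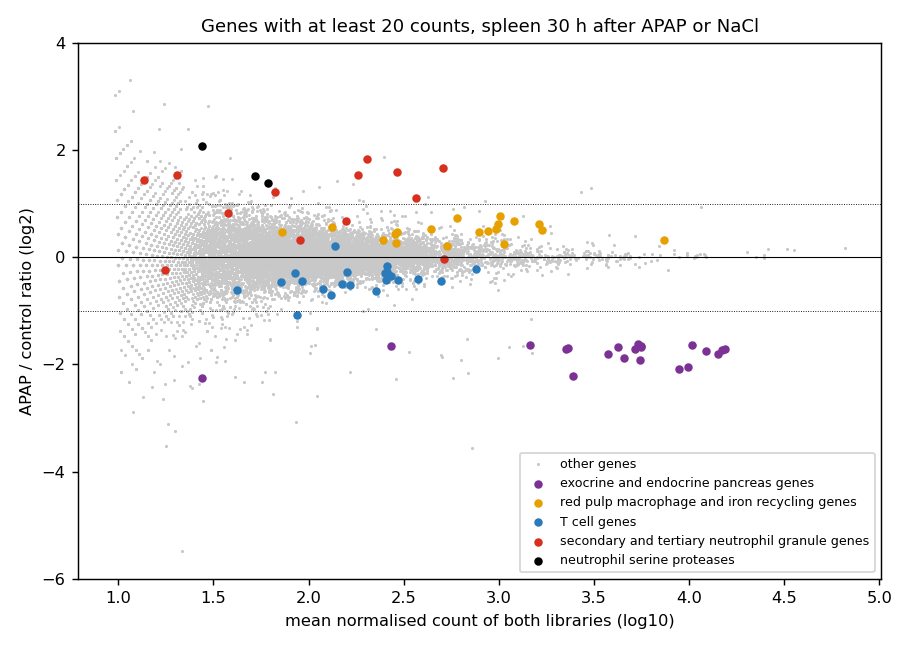
Ratio APAP/ctrl (log2) against the mean normalised count of both libraries (log10) for genes with at least 20 counts, 1 point per gene, with 5 gene lists in colour and dotted lines at a ratio of 2 in either direction. All measured pancreas genes (median log2 ratio -1.72) lie below the lower dotted line, and most neutrophil granule genes (median 1.21) lie above 0.

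The NSPs cathepsin G, neutrophil elastase and proteinase 3 are stored in primary granules and activated by cathepsin C. All 3 genes met the size rule. Ctsg had 10 counts in ctrl and 47 in APAP (3.66 and 16.3 CPM), a ratio of 4.23 (2.11 to 9.39). Elane had 26 and 82 counts with a ratio of 2.84 (1.81 to 4.60), and Prtn3 had 32 and 93 counts with a ratio of 2.62 (1.73 to 4.04). After normalisation with DESeq2 factors Ctsg alone of the 3 exceeded the threshold of 3, while the intervals of Elane and Prtn3 include it. With library totals without haemoglobin and immunoglobulin genes Elane exceeded it as well (3.02). Since the study picked the NSPs from these libraries, their direction here is not independent evidence. Together the NSPs made up 0.00249% of the counts in ctrl (Wilson interval 0.00196 to 0.00315) and 0.00768% in APAP (0.00673 to 0.00876). In mm10, Ctsg lies on chromosome 14 from 56099881 to 56102574 on the minus strand, with no exon of another gene in that span. Prtn3 (chromosome 10, 79874476 to 79883174) and Elane (79886247 to 79888215) are neighbours on the plus strand, and are followed by Cfd (79890853 to 79892655), the complement factor D gene. Cfd was lower in APAP, with 307 counts in ctrl and 134 in APAP (ratio 0.393, 0.318 to 0.483). Ctsc itself, the gene of cathepsin C, had 657 and 920 counts and did not meet the size rule (1.26, 1.14 to 1.40).

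Among 12 other genes of early neutrophils and promyelocytes, 10 had a ratio above 1 and 2 below 1, of which 1 had an interval below 1. The size rule was met by 2 genes, both higher in APAP. Mpo, the myeloperoxidase gene, had 62 and 170 counts (2.47, 1.83 to 3.36), and Cebpe, a transcription factor of granulocyte maturation, had 3 and 22 (6.60, 1.98 to 34.4). The median log2 ratio of this list was 0.42 and exceeded 99.9% of the random lists. Of 13 measured genes of secondary and tertiary granules, 8 met the rule as higher and none as lower, with a median of 1.21 that exceeded all 10000 random lists. Besides Ltf (85 and 335 counts) and Ngp (232 and 818), these included Chil3 (138 and 459, ratio 2.99, 2.47 to 3.65), Lcn2 (89 and 286, ratio 2.89, 2.27 to 3.71) and Mmp9 (38 and 98, ratio 2.32, 1.58 to 3.47). Of 12 genes of mature neutrophils, 11 had a ratio above 1 and 2 met the rule, the alarmins S100a8 (1672 and 4569, ratio 2.46, 2.32 to 2.60) and S100a9 (1557 and 4006, ratio 2.32, 2.18 to 2.46). The median of this list was 0.76. The list of basophil, mast cell and eosinophil genes had 7 measured members, namely Prg2, Prg3, Epx, Ear1, Ear2, Ear6 and Gata2. All were above 1 (median 0.93). The eosinophil granule genes Prg2 (91 and 259, ratio 2.56, 2.01 to 3.29) and Epx (7 and 21, ratio 2.70, 1.11 to 7.52) met the rule. The other listed genes, among them Mcpt8, Cpa3 and Fcer1a, had under 20 counts, so that basophils and mast cells were hardly covered.

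Of the genes eligible for naming, the one with the highest lower bound was Mmp3, a stromelysin, with 7 and 55 counts (7.07, 3.21 to 18.4). It was followed by Lrg1, an acute phase glycoprotein, with 102 and 413 counts (3.64, 2.93 to 4.57). Further genes among the 12 leading ones were the myeloid receptor Trem3 (4 and 32, ratio 7.20, 2.55 to 28.0), the macrophage scavenger receptor Msr1 (7 and 41, ratio 5.27, 2.34 to 13.9) and Amigo1, an adhesion molecule gene (2 and 22, ratio 9.90, 2.43 to 86.9). Together with Ltf, Ngp, Chil3, S100a8, Lcn2, S100a9 and Ctsg they complete that group.

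No gene of the red pulp macrophage and iron recycling list met the size rule, but 18 of the 19 had an interval above 1. Fth1, the ferritin heavy chain, had 6249 and 8649 counts (1.25, 1.21 to 1.29), and Vcam1 had 1320 and 2072 (1.41, 1.32 to 1.51). The median of 0.49 exceeded all random lists. Monocyte genes had a median of 0.31, with 14 of 15 above 1 and none that met the rule, for example Lyz2 (1.15, 1.11 to 1.19) and Plac8 (1.24, 1.15 to 1.34). Dendritic cell genes, by contrast, had a median of 0.04 at percentile 56.7, a value whose sign depended on the scaling, with Irf8 at 1.11 and Tcf4 at 1.04.

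In the erythroid list, 24 of 29 genes were above 1 with a median of 0.15, and none met the rule. The haemoglobin genes Hbb-bs (58578 and 73397 counts) and Hba-a1 (32289 and 39269) had ratios of 1.13 (1.12 to 1.14) and 1.09 (1.08 to 1.11), and all haemoglobin genes made up 5.29% of the counts in ctrl and 6.20% in APAP. Megakaryocyte and platelet genes had a median of 0.40, with Pf4 at 1.37 (1.19 to 1.59) and Ppbp at 1.27 (1.11 to 1.45). Progenitor genes had a median of 0.14 (Ly6a 1.03, Lmo2 1.08), mitosis genes of 0.13 (Top2a 1.01, Birc5 0.848) and DNA replication genes of 0.12 (Pcna 0.965, Mcm6 1.17). None of the genes in these 4 lists met the size rule.

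Of 21 T cell genes, 15 had an interval below 1, and Cd5 met the size rule (112 and 59 counts; 0.474, 0.340 to 0.656). The median log2 ratio was -0.42, lower than in all random lists. Of 5 measured genes of regulatory T cells, all were below 1 (median -0.35, percentile 6.19) and the costimulator gene Icos met the rule (45 and 23, ratio 0.460, 0.266 to 0.777). NK cell and cytotoxic genes had a median of -0.61, again below all random lists, and Ncr1, the gene of an activating NK cell receptor, met the rule (28 and 13, ratio 0.418, 0.199 to 0.834). B cell genes were lower by a small margin, with 17 of 18 below 1, a median of -0.23 and no gene that met the rule. Cd74 had a ratio of 0.848 (0.821 to 0.875), whereas the immunoglobulin heavy chain gene Ighm had 1.08 (1.05 to 1.10). Germinal centre genes had a median of 0.23, with Bcl6 at 0.759 and Basp1 at 1.22. In plasma cell genes the median was -0.08, its sign depended on the scaling, and Ighg2c met the rule as lower (1946 and 968, ratio 0.448, 0.414 to 0.484).

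**Figure D2:**
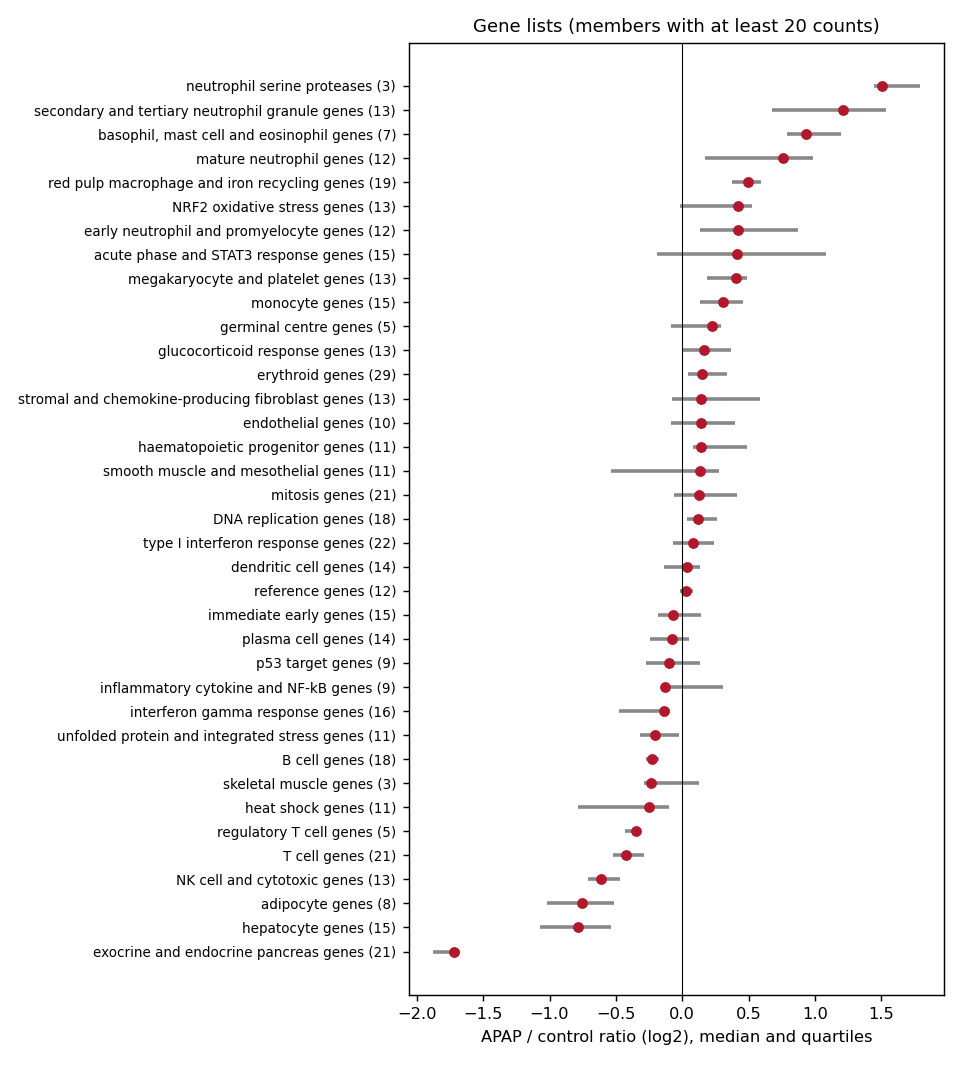
Median (point) and interquartile range (bar) of the log2 ratio APAP/ctrl over the members of each of 37 gene lists with at least 20 counts, with the number of these members in parentheses. The NSPs (1.51) and the genes of secondary and tertiary granules (1.21) stand at the upper end, and lists of pancreas (-1.72), hepatocyte (-0.79) and adipocyte genes (-0.76) at the lower end.

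The chemokine gene Cxcl2 had 1 count in ctrl and 0 in APAP, which allows up to 1.04 CPM, and Tnf had 23 counts in each library (0.900, 0.483 to 1.68), so that no difference was detectable at this depth. Of 9 measured genes of the cytokine and NF-kB list (median -0.13), the inflammasome sensor Nlrp3 met the rule as higher (8 and 25, ratio 2.81, 1.23 to 7.21). Genes of the type I interferon response had a median of 0.08 and went both ways, with Oas3 higher (18 and 44, ratio 2.20, 1.25 to 4.05) and Oasl1 lower (40 and 17, ratio 0.383, 0.203 to 0.690). Of 16 measured genes of the interferon gamma response, 15 were below 1 (median -0.14, percentile 1.32), and the chemokine gene Cxcl9 met the rule (151 and 67, ratio 0.399, 0.295 to 0.536). Of 15 acute phase and STAT3 response genes, 4 met the rule as higher and 2 as lower (median 0.41). Besides Lrg1, Cebpd was higher (53 and 139, ratio 2.36, 1.71 to 3.30), whereas Itih4 (24 and 5, ratio 0.188, 0.0559 to 0.501) and Saa1 (24 and 7, ratio 0.263, 0.0955 to 0.628), which hepatocytes express at high level, were lower. Other genes, which the study followed in the liver and not in the spleen, did not meet the rule here. They were Angpt2 (21 and 19, ratio 0.814, 0.414 to 1.59) and Ptpn22 (263 and 275, ratio 0.941, 0.792 to 1.12). Gapdh, the reference gene of its PCR assays, had 138 and 173 counts (1.13, 0.897 to 1.42), and the median of 12 reference genes was 0.03, with Actb at 1.01 and B2m at 0.992. The sign of that median depended on the scaling.

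Of 13 genes of the NRF2 oxidative stress response, 9 were above 1 (median 0.42, above all random lists). Srxn1, the sulfiredoxin gene, met the size rule as higher (13 and 29, ratio 2.01, 1.01 to 4.21) and Me1, the malic enzyme gene, as lower (67 and 31, ratio 0.416, 0.263 to 0.646). With TMM factors Srxn1 stood at 1.97 and missed the rule. Heat shock genes had a median of -0.25 (percentile 0.235), and the inducible chaperone genes Hspa1a (35 and 10, ratio 0.257, 0.114 to 0.531) and Hspa1b (58 and 24, ratio 0.372, 0.221 to 0.609), which are near-identical, were lower. In the list of the unfolded protein and integrated stress response (median -0.20), Chac1 was lower (17 and 6, ratio 0.318, 0.103 to 0.844). Glucocorticoid response genes had a median of 0.17 (Tsc22d3 0.999, Ddit4 1.29), p53 targets of -0.10 (Trp53inp1 0.819, Ccng1 0.885) and immediate early genes of -0.07, whose sign depended on the scaling (Klf2 0.757, Btg2 1.05). No gene of the latter 3 lists met the rule. Among stromal genes (median 0.15) Timp1, the gene of an inhibitor of metalloproteinases, was higher (11 and 29, ratio 2.37, 1.15 to 5.26), among endothelial genes (median 0.14) none met the rule (Pecam1 0.892, Eng 1.40), and among smooth muscle and mesothelial genes (median 0.13) the keratin gene Krt19 was lower (16 and 4, ratio 0.225, 0.0547 to 0.697).

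Of the 12 leading genes on the lower side, 11 belong to a set of 77 pancreas genes put together after the values were seen, the exception being the neuropeptide gene Gal (31 and 3 counts, ratio 0.0871, 0.0170 to 0.279). Reg2 had 1270 counts in ctrl and 119 in APAP, 11.9-fold higher in ctrl (9.82 to 14.4), and the related genes Reg3a (40 and 1), Reg3b (145 and 19), Reg1 (3816 and 907) and Reg3d (106 and 20) were 44.4, 8.48, 4.67 and 5.89-fold higher. The trypsinogen genes Try5 (4.24-fold, 4.09 to 4.40), Try4 (4.12-fold, 3.98 to 4.27) and Try10 (4.49-fold, 3.92 to 5.16), the carboxypeptidase gene Cpb1 (3.80-fold, 3.63 to 3.97), the ribonuclease gene Rnase1 (3.67-fold, 3.50 to 3.86) and Pdia2 (4.84-fold, 3.90 to 6.05) completed this group. The 23 listed pancreas genes took 7.23% of all counts in ctrl (Wilson interval 7.20 to 7.26) and 2.21% in APAP (2.19 to 2.22). Hepatocyte genes were lower as well, with 14 of 15 below 1, a median of -0.79 and 4 genes that met the rule, namely Fga (0.360), Hpx (0.397), Serpina3k (0.444) and Apoc3 (0.360). Adipocyte genes had a median of -0.76 with all 8 below 1, and Cfd and Plin1 (16 and 6, ratio 0.338, 0.108 to 0.908) met the rule. Skeletal muscle genes had 3 measured members and a median of -0.23 (Tnni2 0.850, Mylpf 0.788).

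**Figure D3:**
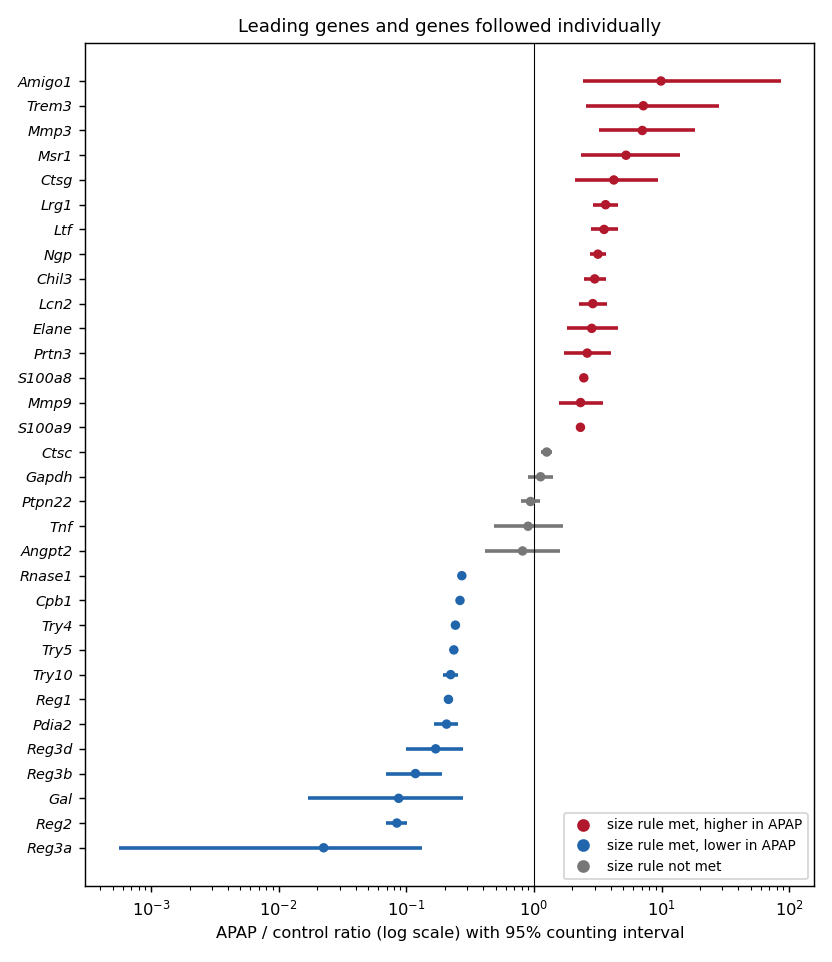
Ratio APAP/ctrl on a log axis with its 95% counting interval (bars) for the 12 leading genes in each direction and for NSPs and other genes followed individually, where they had at least 20 counts, coloured by whether the size rule was met. Ratios run from 0.0225 for Reg3a to 9.90 for Amigo1, and the intervals are widest where a library has few counts.

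At the threshold of the study, a ratio above 3 with counts of 0 set to 1, 546 genes were higher in APAP and 853 were higher in ctrl. Of the 546 genes, 140 had no count in ctrl and 48 had at least 20 counts over both libraries, Ctsg among them. In simulated counts, 372 of 22591 genes left unaltered passed the same threshold as higher and 585 as lower by counting error alone, of which 359 and 581 had under 20 counts. An excess on the ctrl side thus arose without any altered gene. The excess at this threshold does not by itself show that more genes were lower after APAP. The size rule was met by 60 of the 77 pancreas genes as lower, which leaves 157 other genes lower against 180 higher. Those 157 still include genes of the hepatocyte and adipocyte lists and Mup genes. The balance of the directions depended on the scaling, since 45.3% of the genes that met the rule were higher with DESeq2 factors, but 56.8% with library totals (237 higher, 180 lower) and 59.3% with totals that leave out haemoglobin and immunoglobulin genes (254 higher, 174 lower). With TMM factors or the upper quartile the share was 41.7% (163 higher, 228 lower each), and with totals without pancreas genes, chosen after seeing the data, it was 39.4% (157 higher, 241 lower).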

Values the study reported

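The study pooled splenic RNA of 5 vehicle-treated and 11 APAP-treated mice in equal shares. With a threshold of more than 3-fold induction it reported 302 genes in the APAP pool. Of these, 46 could be assigned to selected biological processes of acute inflammation. In a further experiment, the study reported induction of the splenic NSP genes at 24 h after APAP. By realtime PCR in the individual mice whose RNA was pooled, it reported no splenic induction of Cxcl2 or Tnf at 30 h. It likewise reported no increase of Ctsc mRNA in these spleens.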

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

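The counts restricted to protein-coding genes, the counts without pancreas genes and the library totals without pancreas genes were chosen after seeing the data. The 546 genes above the 3-fold threshold became 48 with at least 20 counts, 135 where the counting interval had to exclude 1 and 294 among protein-coding genes, and the 853 genes in the other direction became 101, 203 and 482. These settings keep fewer genes by construction. With other scalings, other treatments of counts of 0 or without pancreas genes, both counts stayed within 1.5 times. The size rule was met by 180 higher and 217 lower genes, by 67 and 114 with at least 50 counts, by 475 and 398 at a ratio of at least 1.5, by 49 and 101 at a ratio of at least 3, and by 42 and 107 where the interval had to exclude 1.5, again by construction. The ratios of the NSPs stayed within their counting intervals under all 5 other scalings, but Elane moved above 3 (3.02) with totals without haemoglobin and immunoglobulin genes.

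Another scaling adds the same amount to every log2 ratio, between -0.04 and 0.09. Of 37 list medians, 33 kept their sign under every scaling. With library totals and with totals without haemoglobin and immunoglobulin genes, respectively, the median moved by more than its counting error to 0.57 and 0.58 for red pulp macrophages, 0.22 and 0.24 for erythroid genes, -0.15 and -0.14 for B cells, -1.65 and -1.63 for pancreas genes and 0.10 and 0.12 for reference genes. With totals without pancreas genes, the median of pancreas genes was -1.76. With other minimum counts no list median moved by more than its counting error. No paired analysis was possible because each group has 1 library. Depth limits the counts at the 3-fold threshold, since of the 372 higher and 585 lower genes that passed it in the simulation without being altered, 359 and 581 had under 20 counts.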

Other observations

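The genes in this paragraph were chosen after their values were seen, and those lower in the APAP library lie outside the set of pancreas genes. That set was also put together after the values were seen. Lying outside it does not show that a gene is unrelated to the pancreas pattern. Of 18 measured Mup genes, which encode major urinary proteins made by the liver, 12 met the size rule as lower (median log2 ratio -1.16), with Mup16 at 31 and 4 counts and Mup19 at 55 and 16, although reads of these near-identical genes are shared. Hsd17b13, a lipid droplet gene of hepatocytes, had 38 and 8 counts (ratio 0.189, interval 0.0764 to 0.412). Art2b, an ADP-ribosyltransferase gene of T cells, had 42 and 9 counts (0.193, 0.0825 to 0.402), and Apol7c, an apolipoprotein L gene, had 148 and 52 (0.316, 0.226 to 0.436). Also lower were Cabp2 (0.161), Pcbd1 (0.203), Slc38a3 (0.164) and the keratin gene Krt18 (0.193). Among macrophage genes, Hmox1, the haem oxygenase gene, had 709 and 1343 counts (1.70, 1.56 to 1.87), the iron exporter gene Slc40a1 1216 and 2086 (1.54, 1.44 to 1.66), and the 3 genes of complement C1q had ratios from 1.44 to 1.60. The 8 measured Gbp genes, induced by interferon gamma, were all below 1 (0.512 to 0.990), but the highest lies above 1 when scaled by library totals, with or without haemoglobin and immunoglobulin genes. The most abundant identifier without a symbol in the table had 7524 counts in ctrl and 16035 in APAP, 0.275% and 0.555% of the library.

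At the threshold of the study, 546 genes were higher in APAP here. That is higher than the count quoted from the study above. Among protein-coding genes alone, a restriction chosen after seeing the data, 294 genes were higher, and the sources used here do not state such a restriction. The study shows the NSPs among the genes it selected at this threshold. With DESeq2 factors, Elane (2.84) and Prtn3 (2.62) did not pass it here.

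In the following 3 patterns, the tests of pancreatic tissue and of secondary granule genes, the comparison of macrophage with dendritic cell genes and all tests of macrophage against T and NK cell genes were chosen after the results were seen. With 1 pool per group, an effect of APAP cannot be separated from a chance difference between the mice pooled, and it stays open as untested in these libraries for each. Splenic NSP mRNA was also examined by the study in a further experiment, which was not analysed here.

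Neutrophil and promyelocyte genes were higher in the APAP library. A difference in library scaling would move lymphocyte genes as far, but the early neutrophil median exceeded the higher lymphocyte median by 0.64 (log2). A lower share of lymphocytes alone would raise all other cell types alike. The comparison fixed beforehand asked that macrophage, endothelial, dendritic cell and stromal medians rise as far as the early neutrophil median. The early neutrophil median was no higher than that of macrophages (difference -0.08), as this explanation predicts. It stood 0.38 above that of dendritic cells, however, so the prediction was met only in part. The other comparisons were chosen after the results were seen. Macrophage and dendritic cell genes stood 0.46 apart with separate interquartile ranges, which concerns macrophages rather than early neutrophil genes. Secondary granule genes exceeded the highest median of macrophage, endothelial, dendritic cell and stromal genes by 0.72. The basophil, mast cell and eosinophil list (median 0.93) also stood above the macrophage median of 0.49. A lower lymphocyte share alone, which raises all other cell types alike, would not set these lists above the others. For the early neutrophil genes a lower lymphocyte share stays open, since their median did not exceed that of macrophages. Residual blood with mature neutrophils in the APAP pool may contribute. The early neutrophil median was 0.34 below the mature one (difference -0.34), as residual blood predicts. The early and mature medians carry counting errors of 0.25 and 0.38 (half-widths of 95% intervals), so this gap cannot decide the matter. The median haemoglobin ratio was 1.11. Other granule genes went the other way. The NSP median was 0.74 above the mature one, although the study picked the NSPs from these libraries. Secondary granule genes (median 1.21) also stood above mature neutrophil genes (0.76). More neutrophil precursors in the spleen after APAP remain a hypothesis beside residual blood and a lower lymphocyte share. Cell counts of perfused spleens or separate libraries per mouse would test it.

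Pancreas genes were higher in the control library. Scaling would move the reference genes as far, but their median was 1.75 above that of the pancreas genes. For tissue such as liver or fat, the lower of the hepatocyte and adipocyte medians was 0.93 above that of the pancreas genes. That comparison cannot decide the matter, since liver or fat would not bring pancreas transcripts. Hepatocyte (-0.79) and adipocyte (-0.76) genes were lower in the APAP library too, for which no cause was tested. A candidate explanation is that more pancreatic tissue, which lies next to the spleen, was taken along with the control spleens, since the log2 ratios of the measured genes had an interquartile range of 0.20, and both libraries hold their most abundant transcripts, such as Ctrb1 (22539 and 7597 counts) and Amy2a5 (21806 and 7260). The 5 measured Reg genes had a median of -3.08, farther than the lower quartile of the pancreas list at -1.88. A share of tissue with equal expression in both pools would not give this. However, the Reg genes stand among the leading lower genes, and their variation between mice was not measured. A narrow range does not exclude lower expression of the same genes in an equal amount of tissue, which was not tested and stays open.

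Macrophage genes were higher and T and NK cell genes lower in the APAP library. Scaling would move both alike, but the macrophage median exceeded the T cell median by 0.91 with separate interquartile ranges. A lower share of T and NK cells alone would raise dendritic cell genes as far, but the macrophage median exceeded theirs by 0.46. For the larger pancreas share of the control library, the macrophage median was 0.45 with pancreas genes left out of the totals. That step shifts every log2 ratio by the same -0.04, so it cannot separate macrophage from T and NK cell genes. A larger share or activity of red pulp macrophages together with fewer T and NK cells after APAP remains as a hypothesis, found on these 2 libraries and not tested further, which cell counts by flow cytometry or separate libraries per mouse would test.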
